A study of Caenorhabditis elegans with 4 samples. Its data were reported in "System Wide Analysis of the Evolution of Innate Immunity in the Nematode Model Species Caenorhabditis elegans and Pristionchus pacificus" (2012).

How the data were processed

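Gene expression was measured in whole young adult hermaphrodites of C. elegans (strain N2 Bristol, grown at 20 °C) that had spent 4 hours on the insect pathogen X. nematophila, against age-matched worms that spent the same time on E. coli OP50, the standard laboratory food. About 200 worms per condition were collected for each of 4 biological replicates. Between 500 and 1000 ng of total RNA per channel, in equal amounts, was labelled with Cy5 or Cy3 and both labelled RNAs of a replicate were hybridised to the same 2-colour oligonucleotide array. X. nematophila was in Cy5 on arrays 1 and 2 and in Cy3 on arrays 3 and 4, so the design is a balanced dye swap. Each array holds RNA from its own pair of worm collections, and the 4 arrays were treated as 4 independent replicates of 1 ratio.

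The authors deposited 1 normalized log2 ratio per probe and array. According to their methods, the raw signal was background corrected by normexp in limma and each array was lowess normalized by itself. Probes and spike-in controls added to the RNA had different weights, to allow for conditions that differ in mRNA share or in RNA per worm. The weights were tuned until the spike-ins showed the ratios they should have. Limma is also the tool that the submitters' processing notes list, without a version. The deposited log2 ratios were X. nematophila over OP50 on all 4 arrays: the columns of both dye orientations correlated positively across genes (Pearson r between 0.920 and 0.975; genes are not independent replicates), so the swapped arrays had already been turned, and the sign follows from the dyes of arrays 1 and 2. The medians over probes were -0.10, -0.12, -0.10 and -0.10 on arrays 1 to 4, so the arrays were not centred on 0. Spot intensities, background flags and the signal over background were not used here, and the number of arrays limits the precision.

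The value table had 45220 features, of which 44123 had a value on all 4 arrays and 1097 had none. Probes were named through the platform's gene annotation and RefSeq transcript accessions of assembly WBcel235: 27263 probes with values had exactly 1 gene, 0 had several and 16860 were unnamed here. Of the named probes, 19195 kept their symbol through the accession, 98 took an updated symbol, 7346 had an accession outside the RefSeq table and 624 had no accession, and these last groups kept the annotation's symbol. The probes of a gene were averaged on the log2 scale on each array, which gave 15078 genes, 10517 of them with 1 probe and 4561 with 2 or more (at most 82). Of the genes with several probes, 1362 had every probe called in the same direction when probes were fitted singly, 1082 had some probes called and others not, and 11 genes had probes called in both directions.

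Ratios were fitted in limma 3.58.1 (R 4.3.3) with lmFit and eBayes as 1 coefficient against 0, with Benjamini-Hochberg adjustment over all genes. A gene was called at an adjusted p of 0.05 or less and an absolute log2 ratio over 0.5, the thresholds of the study. The median over all genes was taken on each array and tested by an exact 2-sided sign-flip permutation test, whose smallest possible p with 4 arrays is 0.13. The dye effect was tested in a second fit with treatment and dye orientation as coefficients. Gene lists were compared with all other genes by limma's camera with a preset inter-gene correlation of 0.01, adjusted over 41 lists, with camera using an estimated correlation and Fisher's exact test (2-sided) as alternatives. The estimated correlation came from a fit without a dye coefficient, so differences between dye orientations enter it. Fry was also run, which tests each list against a ratio of 0 and not against other genes. The lists, taken by gene symbol, and the rule for naming genes were fixed before the data were examined. The rule took the 8 highest and the 8 lowest called genes with the same sign on all 4 arrays, the genes pqm-1, zip-2, lipl-1 and lipl-3 that the study's text names, and for each list up to 3 called members with the largest change in the list's main direction and 1 in the other direction. Counts and medians of a list cover its measured members only. The 3 lists with fewer than 3 measured members (aminoacyl-tRNA synthetases, lysosomal lipases and mitochondrial ribosomal proteins) were not tested, and lipl-1 and lipl-3 were not analysed here. The lists of translation, ribosome, proteasome, nuclear pore, glycolysis, tricarboxylic acid cycle, fatty acid, ATP synthase, DAF-16 and germline genes follow themes that the study itself drew from these samples. The infection response list holds zip-2, which the study named from data that include these samples.

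The gene fit was tested on simulated ratios with the spread of the 15078 real genes and 200 changed genes. It recovered 76.0% of the 50 genes changed by 0.75 on the log2 scale, 82.0% of those changed by 1, and 100% of those changed by 2 or by 4, and it called 3 of 14878 unchanged genes. The simulated noise was independent between genes and held no dye effect, and far fewer genes changed than the 5875 called in the data. These rates therefore need not hold for the real ratios. Alternatives covered each array left out, each dye orientation alone, a dye coefficient, centring and scaling of the arrays (the scaling equalised the median absolute value), other ways to combine probes, other fold thresholds, robust variances and array weights. Tables and plots were made with Python 3.11.15, pandas and matplotlib.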

Results

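The series holds 4 arrays of the 2-colour kind, each carrying RNA from worms on X. nematophila and from worms on OP50, with 44123 measured probes per array. It addresses how the transcriptome of C. elegans responds in the first 4 hours on a lethal gram-negative bacterium. Values are log2 ratios of X. nematophila over OP50, given as mean ± SD over 4 arrays (n = 4), and adjusted p-values are from limma.

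Most of the response was a fall in transcript levels. Of 15078 genes, 5326 fell and 549 rose, so that 90.7% of the 5875 called genes were lower on the pathogen (95% Wilson interval 89.9% to 91.4%, covering counting error only). The genes that fell had a median log2 ratio of -1.82, which is 3.52-fold lower, and 213 of them fell below -3, among them vit-1, cpr-5 and ilys-2. The genes that rose changed less, with a median of 0.76 (1.69-fold higher), and 49 of them exceeded a log2 ratio of 2. Of the called genes, 5855 had the same sign on all 4 arrays.

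The ratios formed a pair of peaks, with 9108 genes (60.4%) within 0.5 of 0 and a second peak at -1.98, which is 3.95-fold lower. Of the genes that fell, 3072 (57.7%) lay between -2.5 and -1.5 around that peak. The lower peak stood at -1.70 and -1.89 on the arrays with X. nematophila in Cy5 and at -2.02 and -2.26 on those with it in Cy3. The median over all genes was -0.11 ± 0.01 (exact 2-sided sign-flip permutation p = 0.13, the smallest that 4 arrays allow). Centring the arrays on the median probe moved that median to -0.00, a shift of 0.11 relative to which the ratios here stand, and left 784 genes higher and 5095 lower. With the lower peak of each array moved to 0, an alternative chosen after seeing the data, 11499 genes were higher and 470 lower. That shift also raises the 9108 genes within 0.5 of 0, which may not be above background. Every direction given for genes near the lower peak therefore rests on the zero of the deposited ratios. According to the study, that zero was tuned on spike-in controls, whose signal is not in the values used here.

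**Figure D1:**
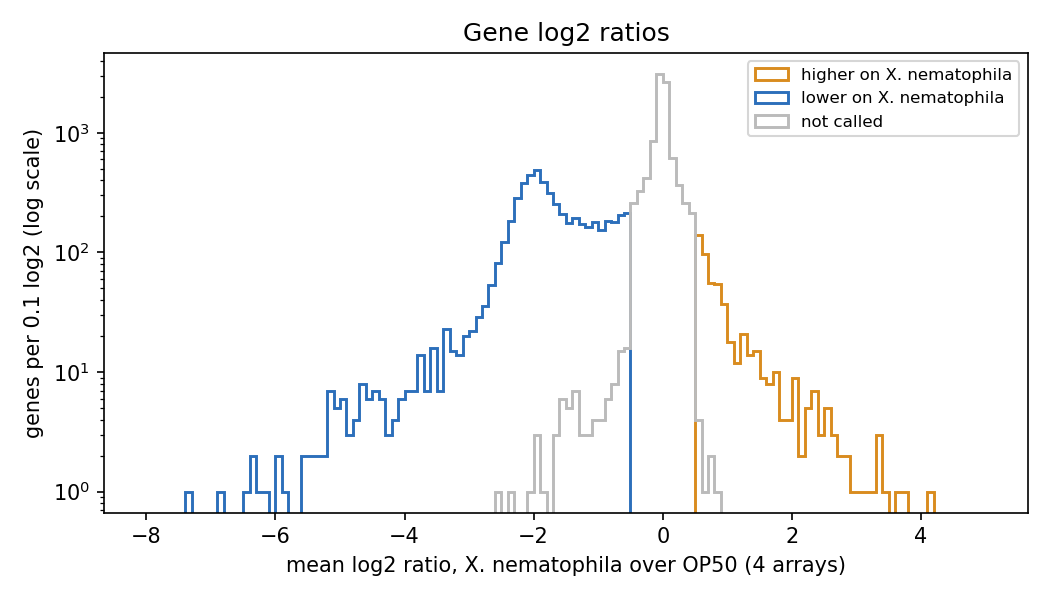
Histogram of the mean log2 ratio (X. nematophila over OP50, 4 arrays) of 15078 genes in steps of 0.1, with the number of genes on a log axis and colours for the 5326 lower, 549 higher and all other genes. A peak lies near 0 and another at -1.98, and this lower peak turns to 0 if the arrays are centred on it.

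The 8 genes with the lowest ratios included 3 yolk protein genes. The yolk protein genes vit-1 (-7.34 ± 1.99, adjusted p = 0.000825), vit-3 (-6.81 ± 2.02) and vit-4 (-6.31 ± 1.54) fell, as did ilys-2, an invertebrate-type lysozyme (-6.42 ± 0.24, 85.5-fold lower, adjusted p = 1.3e-05), ugt-22, a UDP-glucuronosyltransferase (-6.33 ± 0.38), cpr-5, a cathepsin B-like protease (-6.26 ± 0.30), Y40H7A.10 (-6.11 ± 0.20) and elo-5, a fatty acid elongase needed for branched-chain fatty acids (-5.97 ± 0.11, 62.8-fold lower). The largest rises were in genes known by their sequence names: C25F9.11 (4.20 ± 0.31, 18.3-fold higher, adjusted p = 2.1e-05), C06B3.7 (3.76 ± 0.20), F48C1.9 (3.65 ± 0.17), F33H12.7 (3.47 ± 0.13), C49G7.10 (3.39 ± 0.24), C49G7.12 (3.34 ± 0.25), F53B2.8 (3.33 ± 0.26) and K09D9.1 (3.28 ± 0.24). Of the genes the study's text names, pqm-1, a zinc finger transcription factor, rose to 0.82 ± 0.18 (adjusted p = 0.000535) and zip-2, a bZIP factor of the infection response, to 0.70 ± 0.04 (adjusted p = 7.4e-05). The study picked both from data that include these samples, so their rises are not independent evidence. The vitellogenin ratios differed between dye orientations, with vit-1 at -5.62 on the Cy5 arrays of the pathogen and -9.06 on its Cy3 arrays. For vit-4 the arrays of 1 orientation also differed, with -4.18 on array 1 and -6.18 on array 2.

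**Figure D2:**
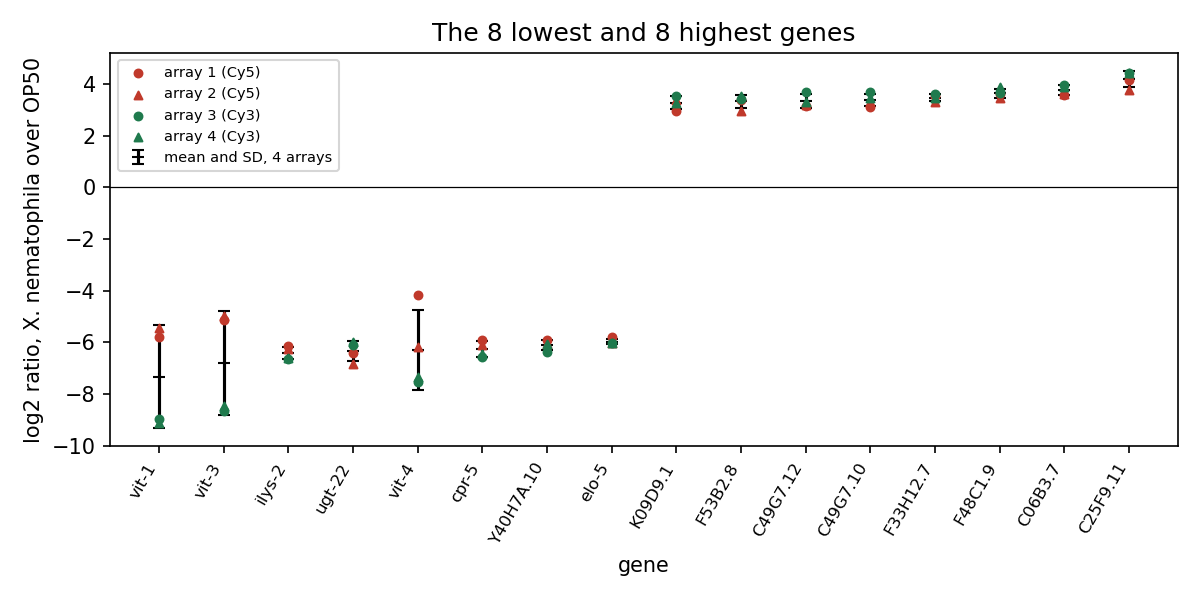
Log2 ratios (X. nematophila over OP50) of the 8 lowest and 8 highest called genes on each of 4 arrays, coloured by the dye of the X. nematophila RNA, with bars for mean and SD. The 3 yolk protein genes spread most over the 4 arrays (SD 1.54 to 2.02), and C25F9.11 stands highest at 4.20.

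Most genes on the lists of intestinal function fell. All 6 vitellogenin genes, which encode yolk proteins made in the intestine, fell (median -5.72, with -3.88 on the Cy5 arrays and -7.25 on the Cy3 arrays of the pathogen). Of 10 intestine markers 9 fell (median -4.14, 17.7-fold lower, with -3.49 on the Cy5 arrays and -4.41 on the Cy3 arrays), led by pho-1, an intestinal acid phosphatase (-5.18 ± 0.30), cpr-1 (-5.10 ± 1.36, with -4.07 and -6.12 in the same order) and vha-6, a subunit of the intestinal proton pump (-5.08 ± 0.32). The gut transcription factor gene elt-2 fell to -1.82 ± 0.29, and elt-7 at -0.49 ± 0.35 was not called. Among 15 genes for cathepsin and aspartyl proteases 13 fell (median -3.97, with -3.01 and -4.68 by dye orientation in the same order), including asp-2 (-4.91 ± 0.64). All 17 measured subunits of the vacuolar ATPase, which acidifies lysosomes and the gut lumen, fell (median -2.48), as vha-12 (-3.33 ± 0.26) did. Adjusted over the list alone, the counts of these 4 lists were the same. The lists share genes, such as cpr-1 with the proteases and vha-6 with the vacuolar ATPase, so they are not separate evidence. Camera placed the intestine markers (adjusted p = 0.00176), the proteases (0.00303) and the vacuolar ATPase (4.7e-05) below other genes, but adjusted p = 0.579 for each with an estimated correlation. The vitellogenins did not pass camera (adjusted p = 0.0976, and 0.619 with an estimated correlation). By Fisher's exact test they held more lower genes than the rest (adjusted p = 0.00331).

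Genes for lipid and energy metabolism fell together. In fatty acid metabolism 51 of 64 genes fell and 2 rose (median -1.84). The elongase gene elo-6 (-5.60 ± 0.27) and acdh-1, an acyl-CoA dehydrogenase (-5.47 ± 0.62), fell, whereas cpt-3, a carnitine palmitoyltransferase, rose (3.01 ± 0.31, 8.05-fold higher). On the tricarboxylic acid cycle list all 9 measured genes fell (of 22 in the gene table, median -2.29), such as mdh-2 (-2.43 ± 0.30). That list also holds aco-1 (-3.48 ± 0.17), which encodes the cytosolic aconitase. All 7 measured genes of glycolysis fell (of 19, median -2.32, with -1.69 on the Cy5 arrays and -2.98 on the Cy3 arrays of the pathogen), such as ldh-1 (-3.06 ± 0.49). So did 24 of 25 measured genes of oxidative phosphorylation (of 43, median -1.97, with -1.45 and -2.45 in the same order), such as the complex I gene gas-1 (-2.65 ± 0.28). Adjusted over the list alone these counts were the same, which is not independent evidence because the study chose such themes on these samples. Camera called all 4 lists lower (adjusted p = 8.5e-05, 0.00214, 0.0425 and 8.5e-05 in the order given), with adjusted p = 0.579 for each with an estimated correlation. Set against the lower peak, the medians of glycolysis (-0.34) and the tricarboxylic acid cycle (-0.31) lay below it. The tricarboxylic acid cycle also lay below the peak of each single array. Glycolysis lay above the peak on the Cy5 arrays (-1.64 and -1.75 against -1.70 and -1.89). It lay below on the Cy3 arrays (-2.82 and -3.13 against -2.02 and -2.26), so its sign there is not resolved. The medians of fatty acid metabolism (0.14) and oxidative phosphorylation (0.01) lay within the SD of the peak over the 4 arrays (0.24), so their signs there are not resolved either.

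Genes that every cell uses to make, fold and degrade proteins fell by similar amounts on average over the 4 arrays. Of 59 cytosolic ribosomal protein genes 48 fell (median -1.97), all 20 measured translation factor genes (of 40 in the gene table) fell (-1.96), as did 10 of 11 ribosome biogenesis genes (-1.77), all 29 measured proteasome subunit genes (of 33, -2.12), all 7 measured subunits of the chaperonin CCT (of 8, -1.92), all 21 measured nuclear pore genes (of 26, -1.96), and 20 of 21 splicing factor genes (-2.06). Adjusted over the list alone, 51 ribosomal protein genes fell and the other counts were the same, and for ribosome, translation, proteasome and nuclear pore the study chose the themes on these samples, so they are not independent evidence. Examples are ife-2, a cap-binding translation factor (-2.56 ± 0.22), rpn-1, a subunit of the regulatory particle of the proteasome (-2.46 ± 0.21), cct-6 (-2.42 ± 0.30) and npp-10 (-2.26 ± 0.38). The ribosomal protein genes differed by dye orientation, with a median of -0.76 on the Cy5 arrays and -3.09 on the Cy3 arrays of the pathogen, and rpl-11.2 at -1.94 and -3.94. The proteasome stood at -1.60 and -2.65 and splicing at -1.63 and -2.32 in the same order. Camera called all 7 lists lower, with adjusted p from 2.7e-05 for the nuclear pore to 0.0298 for the ribosomal proteins. With an estimated correlation the call was lost for each (adjusted p = 0.814 for the ribosomal proteins and 0.579 for each of the others). The genes compared with include the 60.4% of all genes within 0.5 of 0, which may not be above background. The calls therefore do not separate a specific fall from mere detection of these lists. Against the lower peak the proteasome (-0.14) and splicing (-0.07) medians were negative, and the other 5 of these 7 lists lay between 0.01 and 0.21. All 7 distances are within the SD of the peak over the 4 arrays (0.24), so their signs are not resolved.

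Of the 5 lists of germline, cell cycle and histone genes, 3 were called lower. Of 34 oocyte and eggshell genes 33 fell (median -2.13, with -1.43 on the Cy5 arrays and -2.74 on the Cy3 arrays of the pathogen), such as cpg-9 (-2.84 ± 0.10) and oma-2, a regulator of oocyte maturation (-2.59 ± 0.38), while cpg-7, a chondroitin proteoglycan gene, rose (1.34 ± 0.11). All 32 measured genes of P granules and meiosis (of 35) fell (median -2.02), such as htp-3, a chromosome axis gene (-2.34 ± 0.54). Of 20 genes of DNA replication and the cell cycle 18 fell (median -2.11, with -1.64 and -2.75 by orientation in the same order), mcm-7 among them (-2.56 ± 0.44). The counts adjusted over the list alone were the same, and the study drew its germline theme from these samples, so it is no independent evidence. Camera called the 3 lists lower (adjusted p = 0.000863, 3.8e-06 and 0.00125), with adjusted p = 0.579 for each with an estimated correlation, and the medians of all 3 stayed negative against the lower peak (-0.15, -0.04 and -0.13). Of 14 histone genes, whose probes can share sequence between near-identical copies, 9 fell (median -1.18), and of 41 sperm genes 14 fell and 3 rose (median -0.03), with spe-39 at -2.11 ± 0.16 and spe-11, which supplies a sperm factor to the embryo, at 0.88 ± 0.17. Neither list passed (adjusted p = 0.167 and 0.119), and the list-alone counts were the same.

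The lists of other tissues were compared with all other genes, not with each other, and without intensities a ratio near 0 cannot be told apart from a transcript not above background. Of 24 body wall muscle genes 19 fell (median -1.52, with -0.97 on the Cy5 arrays and -1.75 on the Cy3 arrays of the pathogen; 0.46 against the lower peak, hence positive there), such as unc-112 (-2.26 ± 0.09), and camera called the list lower (adjusted p = 0.00131, and adjusted p = 0.579 with an estimated correlation). Of 6 pharyngeal muscle genes only tni-4 fell (-1.47 ± 0.21), and the myosin gene myo-2 was at -0.25 ± 0.41. Of 28 neuronal genes 8 fell (median -0.20), such as mec-7, a tubulin of touch neurons (-2.46 ± 0.42), and of 170 cuticle collagen genes 65 fell and 1 rose (median -0.19), with col-85 at -3.50 ± 0.54. None of these last 3 lists passed (adjusted p = 0.628, 0.959 and 0.271). Of 99 neuropeptide genes 6 rose and 10 fell, with ins-23 at 0.92 ± 0.12 and nlp-40 at -2.24 ± 0.13, and of 1120 chemoreceptor genes 9 rose and 9 fell, with srw-86 at 2.88 ± 0.33. Adjusted over the list alone, 6 neuropeptide genes rose and 9 fell, 8 chemoreceptor genes rose and 7 fell, and the counts of the other 4 tissue lists were the same. Camera placed both lists above other genes (adjusted p = 1.1e-05 and 3.8e-06). Their medians were 0.04 and -0.01 and their means -0.04 and -0.01. The neuropeptide mean and both chemoreceptor values thus lay below 0, and the direction of camera is relative to other genes and not to 0. With an estimated correlation the chemoreceptors passed (adjusted p = 0.0288) and the neuropeptides did not (adjusted p = 0.127). By Fisher's exact test both lists held fewer lower genes than the rest. The odds ratio was 0.20 for neuropeptides (adjusted p = 6.0e-08) and 0.013 for chemoreceptors (adjusted p = 2.0e-201).

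Genes of defence and detoxification moved in both directions. Of 6 measured infection response genes (of 15 in the gene table) 4 rose and 1 fell (median 0.66). Those that rose were dod-22 (1.68 ± 0.30), clec-67 (0.89 ± 0.11), zip-2 and C17H12.8 (0.62 ± 0.21). The gene dod-24 fell (-1.80 ± 0.21, which turned to 0.17 with the lower peak at 0). The study named zip-2 as induced on all 4 pathogens from data that include these samples, so its rise is not independent evidence. Of 75 cytochrome P450 genes, whose products oxidise lipids and foreign compounds, 15 rose and 26 fell, with cyp-35B2 at 2.95 ± 0.38 and cyp-35C1 at -5.05 ± 0.20. Camera called these 2 lists higher than other genes (adjusted p = 0.0132 and 0.0425), which was lost with an estimated correlation (adjusted p = 0.579 for each). For the P450 genes the median (-0.03) and the mean (-0.29) lay below 0, as the direction of camera is relative to other genes and not to 0. By Fisher's exact test the P450 genes held more higher genes than the rest (odds ratio 6.77, adjusted p = 1.3e-06). Of 15 lysozyme genes 10 fell and 2 rose (median -3.29), with lys-4 at -5.30 ± 0.49 and lys-3 at 1.96 ± 0.44. Of 243 C-type lectin genes 46 fell and 9 rose, with clec-5 at -4.51 ± 0.18 and clec-44 at 1.24 ± 0.11, and of 29 genes for saposins and antibacterial factors 12 fell and 1 rose, with spp-23 at -5.05 ± 0.10 and spp-27 at 1.20 ± 0.52. Of 22 nlp and cnc antimicrobial peptide genes 6 fell and 4 rose, with nlp-24 at -3.57 ± 0.48 and nlp-25 at 1.77 ± 0.30. Of 64 UDP-glucuronosyltransferase genes 29 fell and 5 rose, with ugt-1 at 1.77 ± 0.47, and of 46 glutathione S-transferase genes 21 fell and 1 rose, with gst-27 at -4.81 ± 0.26. The last 6 lists did not pass camera (adjusted p = 0.154, 0.133, 0.290, 0.0598, 0.800 and 0.104). By Fisher's exact test the lysozyme genes held more lower genes than the rest (odds ratio 3.67, adjusted p = 0.0233). The C-type lectin genes held fewer (odds ratio 0.42, adjusted p = 6.6e-08). None of these 6 lists passed that test for higher genes. Adjusted over the list alone, 45 C-type lectin genes fell and the other counts of these 8 lists were the same.

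Of the 7 lists of stress, DAF-16 and nuclear hormone receptor genes, only 1 was called lower by camera. Of 15 genes for endoplasmic reticulum chaperones and the unfolded protein response 14 fell (median -2.12, with -1.64 on the Cy5 arrays and -2.41 on the Cy3 arrays of the pathogen), with hsp-3 (-3.39 ± 0.58) and hsp-4 (-2.67 ± 0.49), both encoding BiP chaperones, and the list was called lower (adjusted p = 0.00326, and adjusted p = 0.579 with an estimated correlation). Against the lower peak its median was -0.14. That distance is within the SD of the peak over the 4 arrays (0.24), so its sign there is not resolved. Of 5 genes of the mitochondrial unfolded protein response 4 fell, such as hsp-6 (-1.92 ± 0.28, which turned to 0.05 with the lower peak at 0). Of 16 antioxidant genes 12 fell and only sod-3, a mitochondrial superoxide dismutase, rose (0.62 ± 0.14; list median -1.16, and 0.82 against the lower peak). Of 11 inducible heat shock genes 6 fell, such as hsp-17 (-2.73 ± 0.29), and only hsp-70 rose (1.39 ± 0.26; list median -0.63, and 1.35 against the lower peak). Of 12 genes induced by the transcription factor DAF-16, 5 fell and 2 rose, with lys-8 at -3.32 ± 0.41 and mtl-1, a metallothionein, at 0.90 ± 0.45, and of 10 genes repressed by it 6 fell and 1 rose, with dod-19 at -2.47 ± 0.29 (-0.50 with the lower peak at 0). The study analysed DAF-16 on these samples, so these lists are not independent evidence. It reported DAF-16 targets enriched among the genes that rose on this pathogen, with a larger published set not tested here. The induced list here did not pass Fisher's exact test for higher genes (adjusted p = 0.469). The repressed list shares vit-2 and vit-5 with the vitellogenins and dod-22 with the infection response genes. Of 267 nuclear hormone receptor genes 58 fell and 12 rose, with nhr-114 at -3.80 ± 0.12, nhr-68 at -3.21 ± 0.18 and nhr-112 at 2.06 ± 0.16. The last 6 lists did not pass camera (adjusted p = 0.0600, 0.154, 0.706, 0.856, 0.856 and 0.0592), and the counts adjusted over the list alone were the same for all 7. By Fisher's exact test the antioxidant genes held more lower genes than the rest (odds ratio 5.50, adjusted p = 0.00386). The nuclear hormone receptor genes held fewer (odds ratio 0.50, adjusted p = 4.1e-06).

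The dye swap allowed the dye effect itself to be measured. The fit with a dye coefficient called 428 genes, and 424 of them had a higher ratio with X. nematophila in Cy5. Of these genes 411 fell on X. nematophila and 47 encode cytosolic ribosomal proteins. The median difference between orientations was 2.20 for ribosomal protein genes, 3.47 for vitellogenins and 0.12 for all genes that fell. Each array has its own worm collections, so a difference between collections that followed the dye could not be told apart from it, though no label names one. Of the genes called over all 4 arrays, 0 were called in the opposite direction within either orientation.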

Values the study reported

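For C. elegans on X. nematophila the study reported 732 up-regulated and 7884 down-regulated genes, 8616 in total, on arrays that covered 20,149 genes of this species.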

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

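The tests of the shared fall, of the intestine genes and of the dye gap were chosen after the results were seen, and the test that turned the signs of the arrays was set before its result was seen.

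On 5 of the 189 values checked for an array far from the others, 1 array stood apart, and chance alone sets apart about 1 in 20 groups. For elo-5 array 1 was at -5.81 and the others between -6.04 and -6.01, and for gst-10, a glutathione S-transferase gene, array 2 was at -3.63 with the others between -3.40 and -3.37. For spe-11 array 4 was at 1.13 and the others were between 0.77 and 0.81. The median of the DAF-16 induced genes was -0.33 on array 2 against -0.14 to -0.13 on the others, and that of the chemoreceptors was -0.00122 on array 3 against -0.00827 to -0.00707.

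A signal also appeared in probes that the comparisons by gene did not use. Of 16860 unnamed probes, 5040 were lower and 405 higher at the same thresholds, so 92.6% of the called ones were lower, and the lower ones had a median of -1.89.

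With the signs of the arrays turned in each of the 8 distinct ways, 1 way, the real one, gave 5875 called genes, and the highest of the others gave 0 by limma (at most 115 at an unadjusted p under 0.05). With 8 ways the share cannot fall under 0.05.

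Averaged over the arrays, 8 lists of genes that all cells use (ribosomal proteins, translation factors, ribosome biogenesis, proteasome, chaperonin CCT, nuclear pore, splicing and oxidative phosphorylation) had medians between -2.12 and -1.77, with an SD of 0.10 between lists. An offset of all detected transcripts left by the authors' normalization might cause this, and a first test met its bound (SD 0.11 against 0.23, the smallest SD of a list over arrays), but it left the ribosomal proteins out and averaged over dye orientations. In the test that replaced it, chosen with the values known, the 8 lists differed within an array by an SD of up to 0.38 (0.25 without the ribosomal proteins, which also exceeds 0.23), so the offset stays undecided for the shared fall. The ribosomal proteins lay 0.71 and 1.00 above the median of the other 7 lists on the Cy5 arrays of the pathogen. They lay 0.77 and 0.87 below it on its Cy3 arrays, with at most 0.28 between arrays of an orientation. This argues against 1 offset as the whole cause of their values on single arrays. The departure turns sign with the dye orientation, so it does not bear on the fall averaged over orientations. A fall of total mRNA relative to the loaded RNA would act as an offset does, and the files used here hold no spike-in signal to separate them.

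Intestine genes fell beyond that shared amount. The median of intestine markers minus that of proteasome genes was -1.83 ± 0.14 over 4 arrays, with the same sign on each, which argues against a common offset as the whole cause. Loss of intestinal cells might lower them, but 3 of the 10 markers (gtl-1 at -1.97, elt-2 at -1.82 and elt-7 at -0.49) did not lie below the lower peak of -1.98. This cannot be told apart from dim probes that could not fall further, and a specific response of intestinal genes to the pathogen or to the change of food stays open and untested.

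Ribosomal protein genes had a median gap of 2.20 between dye orientations. Compression of all large ratios on the Cy5 arrays of the pathogen is argued against by the 78 other genes below -4, vitellogenins left out, whose median gap was 0.31. Dye or saturation effects that differ between probes of a transcript could not be excluded, since responding probes of the same ribosomal gene differed in their gap by a median SD of 0.23 over 40 genes, which lies between what such effects and a shared effect would give. A saturation common to all probes of abundant transcripts may also apply. Each array has its own worm collections, and no label groups those of arrays 1 and 2 against those of arrays 3 and 4. A difference between collections that happened to follow the dye would still be confounded with it and stays open as well.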

How the results depend on the processing

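Depth, as signal over background, was not used here, and 4 arrays limit the precision. Keeping only probes with values on all 4 arrays could change nothing, since all probes had them, and counts for nothing below. No probe had several genes, so the alternative for such probes was not run. Over the 12 other planned settings that refit single genes, 1754 values of the 147 named genes kept their direction and side of the thresholds and 10 lost the call. Those were col-80 without array 2 or 4, fib-1 and sip-1 without array 3 or 4, prdx-2 and col-104 without array 3, and col-104 and gsto-3 on the Cy5 arrays of the pathogen alone. On those arrays gsto-3 (0.49, adjusted p = 0.00338) and col-104 (0.47) were below 0.5, and the cause of the losses was not tested. The calls of the named genes under other fold thresholds were added after seeing the data: none changed without a fold threshold, 9 were lost with a log2 ratio over 1 and 7 with limma's treat. The settings by probe were run for counts only.

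Leaving out each array moved the share of lower genes among called genes between 89.8% and 90.9%. The share was 91.4% on the Cy5 arrays of the pathogen, 89.3% on its Cy3 arrays, 86.7% with median-centred arrays (median over genes -0.00200) and 89.6% when any probe sufficed. Without a fold threshold 1480 genes were higher and the share was 81.1%, with a log2 ratio over 1 these were 164 and 96.4%, and with limma's treat 309 and 93.9%. Fold thresholds move such counts by construction, and for the other settings the cause was not tested.

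Camera compares a list with all other genes, and 60.4% of genes lay within 0.5 of 0. Such genes may not be above background, so a call can reflect detection of the list alone. Camera called 19 lists lower and 4 higher. With an estimated correlation 0 were lower and 1 higher, and by Fisher's exact test 22 were lower and 2 higher. With each array left out 18 to 19 were lower and 3 to 6 higher, within either dye orientation 21 and 5, and with a dye coefficient 20 and 6. By fry, which tests each list against a ratio of 0 and not against other genes, 36 were lower and 1 higher. Over the 19 lower lists the adjusted p ranged from 3.8e-06 to 0.0425 with the preset correlation, from 0.579 to 0.814 with an estimated one, from 0.000270 to 0.0511 by fry and from 6.7e-14 to 0.00122 by Fisher's exact test. For the 4 higher lists it ranged from 3.8e-06 to 0.0425 with the preset and from 0.0288 to 0.579 with the estimated correlation. Differences between dye orientations enter the estimated correlation, and whether they account for the lost calls was not tested. By fry the infection response genes lay above 0 (adjusted p = 0.00408), the P450 genes below it (0.00583), and the neuropeptides (0.119) and chemoreceptors (0.0948) did not pass. By Fisher's exact test the infection response genes (odds ratio 53.3, adjusted p = 0.000336) and the P450 genes (6.77, 1.3e-06) held more higher genes than the rest. The chemoreceptors held fewer (odds ratio 0.20), and the neuropeptides did not pass (adjusted p = 0.766).

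With the lower peak of each array at 0, a setting chosen after seeing the data, 11499 genes were higher and 470 lower (3.93%), the median over genes was 1.86, and 1771 called genes changed sign by construction. All 470 lower genes were also lower before. Of the named genes 40 lost the call and 15 changed sign, to 0.17 for dod-24, 0.11 for hsp-25, 0.0496 for hsp-6, 0.0759 for hsp-60, 0.72 for icl-1, 0.0452 for mup-2, 0.28 for nlp-33, 0.00938 for pat-3, 0.11 for snb-1, 0.47 for spe-6, 0.71 for srg-32, 0.20 for srv-1, 0.63 for ssq-2, 0.50 for tni-4 and 0.11 for unc-119.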

Other observations

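The families of gene names and the test of neighbouring genes were chosen after the results were seen.

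Among 71 families of gene names outside the fixed lists, with at least 10 measured members each, 1 had more higher genes than others by Fisher's exact test (2-sided, Benjamini-Hochberg over the families). It was fbxa, a large family of F-box proteins, which mark substrates for ubiquitination: 26 of 190 genes rose and 34 fell (adjusted p = 4.3e-07). The highest were fbxa-82 (2.47 ± 0.60) and fbxa-143 (2.07 ± 0.17). In the related fbxb family 0 of 107 genes rose and 4 fell (adjusted p = 0.407 for higher genes, unadjusted p = 0.0347), and whether the families differ was not tested. Probes of such similar genes can share sequence, so single members are uncertain. The fipr family, of small secreted peptides, had 5 of 26 genes higher and missed the threshold (adjusted p = 0.0525).

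Of the same 71 families, 22 had more lower genes than others and 21 had fewer. The 6 of the 22 with the lowest adjusted p were dnj, proteins with a DnaJ domain (26 of 27 fell, median -1.93, adjusted p = 7.2e-10), mdt of the Mediator complex (all 16, -1.92, 6.8e-07), vps of vacuolar sorting (all 16, -1.82, 6.8e-07), let, a name given for lethal mutations (20 of 25, -1.72, 4.4e-05), rpb of RNA polymerase (all 11, -1.99, 6.3e-05) and taf of the basal transcription factors (15 of 17, -1.96, 6.3e-05). Their direction too rests on the zero of the deposited ratios, and against the lower peak only the rpb median stays negative. Of the 21 with fewer, the lowest adjusted p was that of str, a chemoreceptor family that the fixed list leaves out (2 of 185 fell, 3.1e-30). Its median was -0.02, and without intensities such ratios cannot be told apart from transcripts not above background.

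Genes that rose often lay next to each other. Of 14441 placed genes, 75 neighbouring measured pairs had both members higher, against 20.0 on average and 47 at most in 100000 random placements (1-sided permutation p = 1e-05, the smallest these can give), which argues against random placement. Examples are C06B3.6 (2.68) beside C06B3.7 (3.76), C49G7.12 (3.34) beside C49G7.10 (3.39), and cyp-35B1 (0.96) beside cyp-35B2 (2.95). Shared regulation of tandem copies may account for this, as may probes that bind the transcripts of both copies, and the 75 pairs do not separate these. Neighbouring pairs with both members lower were also more frequent than by chance (2680 against 1894).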
